# Imaging of atherosclerosis with [^64^Cu]Cu-DOTA-TATE in a translational head-to-head comparison study with [^18^F]FDG, and Na[^18^F]F in rabbits

**DOI:** 10.1038/s41598-023-35302-5

**Published:** 2023-06-07

**Authors:** Constance E. Grandjean, Sune F. Pedersen, Camilla Christensen, Altea Dibenedetto, Thomas Eriksen, Tina Binderup, Andreas Kjaer

**Keywords:** Atherosclerosis, Preclinical research

## Abstract

Atherosclerosis is a chronic inflammatory disease of the larger arteries that may lead to cardiovascular events. Identification of patients at highest risk of cardiovascular events is challenging, but molecular imaging using positron emission tomography (PET) may prove useful. The aim of this study was to evaluate and compare head-to-head three different PET tracers. Furthermore, tracer uptake is compared to gene expression alterations of the arterial vessel wall. Male New Zealand White rabbits (control group; n = 10, atherosclerotic group; n = 11) were used for the study. Vessel wall uptake was assessed with the three different PET tracers: [^18^F]FDG (inflammation), Na[^18^F]F (microcalcification), and [^64^Cu]Cu-DOTA-TATE (macrophages), using PET/computed tomography (CT). Tracer uptake was measured as standardized uptake value (SUV), and arteries from both groups were analyzed ex vivo by autoradiography, qPCR, histology, and immunohistochemistry. In rabbits, the atherosclerotic group showed significantly higher uptake of all three tracers compared to the control group [^18^F]FDG: SUV_mean_ 1.50 ± 0.11 versus 1.23 ± 0.09, *p* = 0.025; Na[^18^F]F: SUV_mean_ 1.54 ± 0.06 versus 1.18 ± 0.10, *p* = 0.006; and [^64^Cu]Cu-DOTA-TATE: SUV_mean_ 2.30 ± 0.27 versus 1.65 ± 0.16; *p* = 0.047. Of the 102 genes analyzed, 52 were differentially expressed in the atherosclerotic group compared to the control group and several genes correlated with tracer uptake. In conclusion, we demonstrated the diagnostic value of [^64^Cu]Cu-DOTA-TATE and Na[^18^F]F for identifying atherosclerosis in rabbits. The two PET tracers provided information distinct from that obtained with [^18^F]FDG. None of the three tracers correlated significantly to each other, but [^64^Cu]Cu-DOTA-TATE and Na[^18^F]F uptake both correlated with markers of inflammation. [^64^Cu]Cu-DOTA-TATE was higher in atherosclerotic rabbits compared to [^18^F]FDG and Na[^18^F]F.

## Introduction

Atherosclerosis is a chronic inflammatory disease of the arterial vessel wall, characterized by the accumulation of lipids and fibrous elements^1^. As one of the leading causes of cardiovascular morbidity and mortality, better treatments and optimized diagnostic tools are warranted.

In time, atherosclerosis may progress into vulnerable plaques ultimately leading to plaque rupture^2,3^. The vulnerable plaque is characterized by intraplaque hemorrhage, inflammatory cell infiltration, neovessel formation of the vasa vasorum, and development of a thin fibrous cap^4^. During the progression of atherosclerosis, calcification occurs. The inflammatory processes involved in the progression of atherosclerosis are essential targets for visualizing and treating atherosclerosis.

For functional characterization and treatment monitoring, non-invasive molecular imaging modalities are very useful. Molecular imaging is specialized to visualize specific cellular components or metabolic pathways. Positron emission tomography (PET) provides valuable information on different molecular processes^5^. The most commonly used PET tracer in a clinical setting is 2-[^18^F]fluoro-2-deoxy-D-glucose ([^18^F]FDG)^6^. It accumulates in metabolically active cells such as the vascular macrophages found in the inflamed plaque. [18F]FDG is useful to both quantify and track inflammation in atherosclerosis^7–11^. Unfortunately, the physiological uptake of [^18^F]FDG by cardiomyocytes challenges the visualization of inflammation in the coronary arteries^12^. These limitations can be eliminated using other PET tracers with lower myocardial uptake. The PET tracer [^64^Cu]Cu-DOTA-TATE detects somatostatin receptor 2 (SSTR2) expression on the surface of activated macrophages. Hence, it has been proven useful for assessing vascular inflammation^13–15^. Another PET tracer, Na[^18^F]F, has been used for characterization of early vascular vessel wall microcalcifications^16–18^. It is suggested that Na[^18^F]F uptake can serve as a non-invasive biomarker in risk stratification of increased cardiovascular patients^19^. The three PET tracers have separately been investigated. However, a head-to-head comparison of the tracers and correlation to the underlying gene expression alterations in the vessel wall, has to the best of our knowledge not been undertaken.

In this study, we aimed to assess and characterize key molecular components of the atherosclerotic process in a rabbit model. Three PET tracers targeting inflammation and microcalcification, were used and PET uptakes compared to gene expression alterations in the arterial vessel wall.

## Methods

All animal experiments were performed in accordance with appropriate approvals from the Animal Research Committee of the Danish Ministry of Justice (license number: 2016-15-0201-00831) and the study was conducted by following the ARRIVE and AVMA guidelines. All methods were performed in accordance with the relevant guidelines and regulations.

### Rabbits

Twenty-one male SPF New Zealand White rabbits (11 weeks old) were randomized into a control group (n = 10) and an atherosclerotic group (n = 11) (KB Lidköping Kaninfarm, Sweden). The rabbits were single housed. Atherosclerosis was induced by a combination of diet and denudation of the abdominal and thoracic aorta. The atherosclerotic group were fed a high cholesterol diet (HCD) containing 0.30% cholesterol, two weeks prior to the first surgery. After eight weeks and the remining study period, rabbits were shifted to 0.15% HCD. The control group was fed a normal chow diet (see study outline Fig. 1).

**Figure 1:**
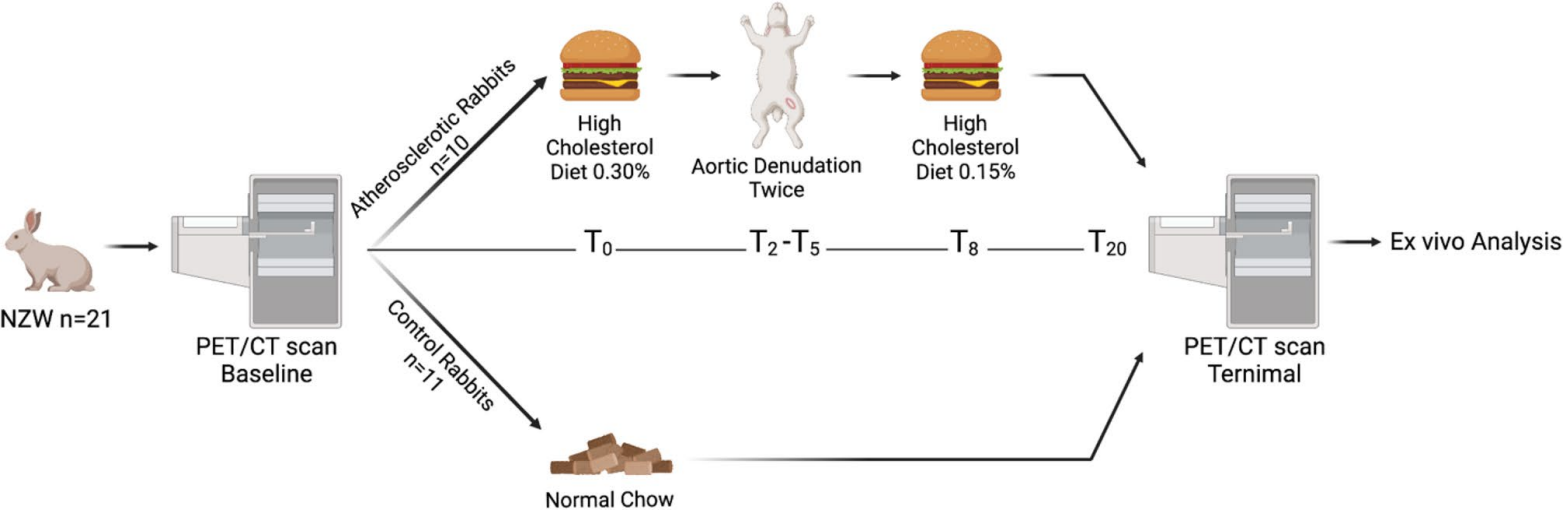
General characteristics of the control group and the atherosclerotic group. Study outline with both dietary (High Cholesterol Diet containing 0.30% cholesterol and 0.15% cholesterol) and surgical interventions for the atherosclerotic group together with scan times for both groups. T_0_ = study initiation, two weeks after (T_2_) the first surgical intervention was performed and five weeks after initiation (T_5_) the second surgical intervention was performed. After eight weeks (T_8_) the diet was switched from 0.30% HCD to 0.15% HCD. The study continued for another 16 weeks and after 20 weeks (T_20_) the study was finalized by PET/CT scans of the rabbits followed by ex vivo analyses.

Under aseptic conditions, the atherosclerotic group underwent denudation by firstly localizing the femoral artery in one of the extremities. Then introducing a 4F-Fogarty embolectomy catheter into the artery before advancing the balloon approximately 20 cm. A repetitive action was performed by inflating the balloon and retracting it three times to ensure vascular injury. Finally, the muscle layers and skin were closed with absorbable and non-absorbable sutures, respectively. The procedure was repeated after three weeks on the contralateral extremity. Infection prophylaxis enrofloxacin (15 mg/kg) was injected intramuscularly before surgery.

Post-operative care consisted of the analgesic buprenorphine (0.01–0.05 mg/kg, subcutaneous injection (s.c.)) in combination with ketoprofen (3 mg/kg, intramuscular injection (i.m.)), administered on the day of surgery.

Euthanization of the rabbits was an initial sedation by an injection of ketamine (35 mg/kg) and xylazine (5 mg/kg) i.m. followed by a lethal injection of penobarbital (140 mg/kg) i.v. following the AVMA guidelines for the Euthanasia of Animals.

### Small animal PET imaging and image analysis

All the rabbits (n = 21) were baseline scanned on a dedicated small animal PET/Computed Tomography (CT) system (Inveon, Siemens Medical Systems, PA, USA) with the tracer [^18^F]FDG after which the rabbits were randomized into the two groups. Scans were performed as a one-bed position scan covering the abdominal aorta. The scans were performed 3 weeks prior to surgery of the atherosclerotic group and twenty weeks post-surgery, terminal scans were performed on both groups with different tracers: (1) [^18^F]FDG, (2) Na[^18^F]F, and (3) [^64^Cu]Cu-DOTA-TATE. All three tracers circulated for 60 min prior to PET imaging with an acquisition time of 1200 s. The radioactive dose for each tracer was: 123.4 ± 15.6 MBq ([^18^F]FDG), 116.0 ± 10.2 MBq (Na[^18^F]F), and 84.41 ± 5.78 MBq ([^64^Cu]Cu-DOTA-TATE). The 3 scans were performed in a randomized order to ensure ex vivo autoradiography of all 3 tracers for both groups. To allow physical decay of the tracers, a gap of at least 24 h following tracer injection with ^18^F-labeled compounds (physical half-life of ^18^F: 110 min) and 72 h following [^64^Cu]Cu-DOTA-TATE injection (physical half-life of ^64^Cu: 12.7 h) was ensured.

Images were analyzed as fused PET/CT images using the Inveon Research Workspace 4.2 software (Siemens Medical Systems, PA, USA) by drawing circular Regions of Interests (ROIs) on the abdominal aorta, from the iliac bifurcation to the right renal artery on every third slide. ROIs were drawn in the axial plane of CT images and superimposed on aligned PET images. One volume cylinder was created from all the ROIs drawn on the aorta, volume of interest (VOI). The mean Standardized Uptake Values (SUV_mean_) were calculated as the tracer uptake in the VOI divided by decay corrected injected activity and divided by the weight of the rabbit. Results are reported as the average SUV for the whole aortic segment (SUV_mean_) for best comparison to gene expression results. Tracer-to-Background Ratios (TBR) were obtained as the [^18^F]FDG uptake in the artery divided by the blood pool [^18^F]FDG uptake from the vein.

### Ex vivo analysis

Immediately following the last scan, rabbits were euthanized, and segments of the aorta were selected for specific ex vivo analysis. Autoradiography was performed for all three tracers with the aortic arch and half of the descending thoracic aorta (n = 4 for each tracer). The thoracic part of the aorta was chosen for autoradiography, because the tissue gets squeezed during exposure in the cassette, and we wanted to preserve the morphology in the abdominal part where PET/CT imaging was performed.

A lower part of the abdominal aorta above the iliac bifurcation was chosen for RNA extraction.

The thoracic part, the remaining part of the abdominal aorta, and the aortic arch were fixed in 4% formalin for 24 h before being sectioned into 2–3 mm pieces and embedded in paraffin. A series of axial sections (4 µm thickness) were obtained and selected for histology and immunohistochemistry (IHC).

For general morphological characterization, a Hematoxylin & Eosin (H&E) stain was performed and a Von Kossa stain for calcifications.

For IHC, RAM 11 (Monoclonal Mouse Anti-Rabbit Macrophage, Clone RAM11, Agilent DAKO, USA) was used for assessing macrophage infiltration. Envision FLEX DAB + Substrate Chromogen System (Agilent, DAKO, USA) was used for exposing immunoreactivity together with hematoxylin as counterstain.

### Real-time reverse transcription—polymerase chain reaction

The aortas were immediately after extraction stored in RNAlater Stabilization Solution (ThermoFisher, MA, USA) for 24 h at 5 °C before removed from the solution and stored at − 80 °C until further use. All reagents and kits were purchased from QIAGEN (Hilden, Germany). Total RNA was extracted with TRIzol® Reagent and reverse-transcribed into cDNA using the RT^2^ First Strand Kit. Two different arrays were used: Rabbit wound healing array (QIAGEN, PANZ-121ZA-RT^2^ Profiler PCR Array) and a custom array (QIAGEN, CLAN32799A—Custom RT^2^ PCR Array). Plates were read on the Mx3000P real-time PCR system (Stratagene, CA, USA). The results were analyzed using the online software GeneGlobe (QIAGEN). 

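The reference genes themselves differed between the groups in the aortas of 9 control and 9 atherosclerotic rabbits read on the wound healing array. Each reference gene was compared with the mean threshold cycle (Ct, the PCR cycle at which the signal of a well crosses the detection threshold) of the other 4, so that 1 unit is a doubling on the log2 scale and a higher value is more transcript. ACTA2, which encodes the smooth muscle actin of the aorta, stood at 5.02 ± 0.31 (SD, n = 9) in the control group and 1.23 ± 1.67 (SD, n = 9) in the atherosclerotic group. The difference of -3.79 was larger than the spread between rabbits (exact two-sided permutation test, p = 8.2e-05, adjusted p = 0.00014 over the 5 reference genes), and 8 of the 9 atherosclerotic rabbits lay below every control rabbit. LDHA, lactate dehydrogenase A, moved the other way, with a difference of 3.01 (exact permutation p = 4.1e-05, the smallest that 9 rabbits against 9 allow), as did GAPDH with 1.24 (exact permutation p = 4.1e-05). All 9 atherosclerotic rabbits lay above every control rabbit for both of these genes. ACTB differed by -0.62 (exact permutation p = 0.011) and LOC100346936 by 0.17 (exact permutation p = 0.42), which is within the variation among rabbits of a group. Before any normalization, the mean Ct of ACTA2 was later by 2.95 cycles in the atherosclerotic group and that of LDHA differed by -2.49 cycles.

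**Figure D1:**
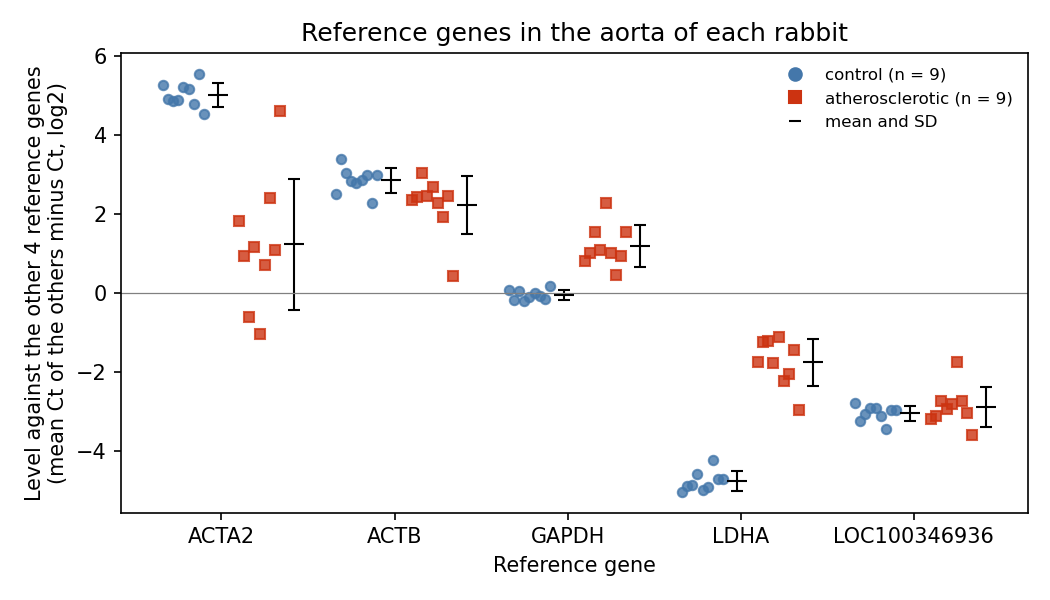
Level of each reference gene against the other 4 (vertical axis, log2) in each control rabbit (circles) and atherosclerotic rabbit (squares), with the mean and SD of each group. ACTA2 is lower and LDHA and GAPDH are higher in the atherosclerotic group, and rabbit 20 is the atherosclerotic rabbit whose ACTA2 lies among the control values.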

Gene expression levels of genes-of-interest (GOI) were normalized to the level of the reference genes ACTA2, ACTB, GAPDH, LDHA, and non-POU domain containing octamer-binding-like (LOC100346936). The data was analyzed using the 2-deltaCt method.

### Statistical analysis

Statistical analysis of the in vivo data was obtained in GraphPad Prism version 8 (GraphPad Software Inc., USA).

An unpaired two-tailed t-test was performed to compare the tracer uptake between groups at the different time points and compare fold regulation of genes. Correlation between gene expression levels and tracers were analyzed using a Pearson’s correlation. *P-*values less than 0.05 were considered significant.

All data are presented as mean ± Standard Error of the Mean (SEM).

## Results

The characteristic differences between the atherosclerotic and control groups were assessed by molecular imaging, histology, IHC, and gene expression analyses.

At baseline, [^18^F]FDG PET/CT scans revealed no difference in uptake between the control group and the atherosclerotic group (SUV_mean_ 1.13 ± 0.07 vs SUV_mean_ 1.04 ± 0.088; *p* = 0.9). While [^18^F]FDG significantly increased from baseline to termination in the atherosclerotic group (*p* = 0.005)*,* only a small and non-significant increase was observed in the age-matched control group during the 20 weeks study period (*p* = 0.389)(Fig. 2D)*.* General characteristics for the atherosclerotic development in the arteries were established by histology (Fig. 2F).

**Figure 2:**
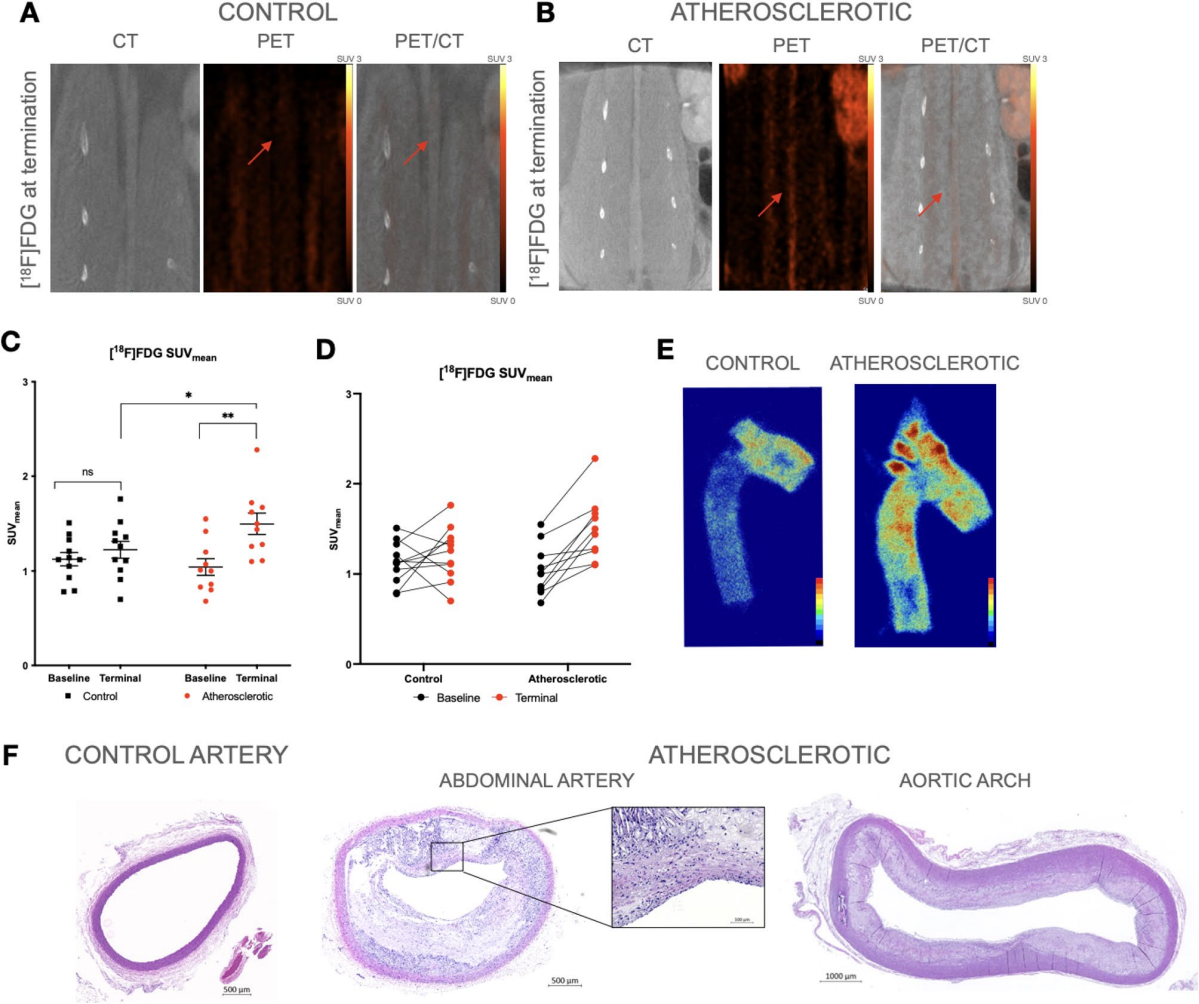
[^18^F]FDG in vivo PET/CT Imaging and ex vivo analysis. (**A**) CT, PET, and fused PET/CT images in the coronal plane, from a control rabbit with uptake of [^18^F]FDG. The control rabbits show a homogenous uptake of [^18^F]FDG (red arrow marking the artery on the PET and PET/CT images). (**B**) CT, PET, and fused PET/CT images in the coronal plane of [^18^F]FDG uptake in an atherosclerotic rabbit. The uptake is clearly visualized throughout the abdominal artery on both the PET and PET/CT images marked with the red arrows. Color bars are calibrated in SUV and with no background subtracted. Color bars are identical for the two groups. (**C**) Dot plots show in vivo SUV_mean_ values ± SEM from baseline and terminal scans of [^18^F]FDG. The baseline scan shows no significant (ns) difference between the groups. The control group (n = 10) from baseline to terminal scan showed no significant difference, while for the atherosclerotic group (n = 11) there was a significant difference in [^18^F]FDG uptake (**), *p* = 0.0029. The terminal scans reveal a significant (*) difference in [^18^F]FDG uptake between the atherosclerotic group and the control group (SUV_mean_ 1.50 ± 0.112 vs SUV_mean_ 1.23 ± 0.089, *p* = 0.025). (**D**) Spaghetti plots showing the change in [^18^F]FDG uptake from baseline to end of study for each rabbit of both groups. (**E**) Autoradiographic images show the binding of [^18^F]FDG in the aortic arch and descending thoracic artery from a control and an atherosclerotic artery. (**F**) Cross section H&E stains of the abdominal artery and aortic arch. The atherosclerotic artery show wall thickening and plaque formation causing a narrowed lumen of the artery compared to the lumen of the normal artery. The aortic arch show similar morphological changes as the abdominal artery with present atherosclerosis.

### Assessment of metabolic activity in plaque through [^18^F]FDG PET imaging

At termination of the study, the [^18^F]FDG uptake seen in CT, PET and fused PET/CT images was evidently higher in the atherosclerotic group compared to the control group (Fig. 2A,B). We observed a significantly higher uptake of [^18^F]FDG in the atherosclerotic group compared to the control group (SUV_mean_ 1.50 ± 0.112 vs 1.23 ± 0.089; *p* = 0.025; Fig. 2C,D). The atherosclerotic group had a TBR_mean_ of 1.11 ± 0.1 and a TBR_max_ of 2.20 ± 0.1, while the control group had a TBR_mean_ of 0.99 ± 0.1 and a TBR_max_ of 2.14 ± 0.1.

Higher accumulation of [^18^F]FDG was also observed in the aortic arch of the atherosclerotic group by autoradiography (Fig. 2E). Accumulation of foam cells, cholesterol crystals, and narrowed lumens were found in the atherosclerotic arteries by H&E. The control group showed a thin and intact arterial wall (Fig. 2F).

### Assessment of microcalcification through Na[^18^F]F PET imaging

For assessment of microcalcifications within the arterial vessel wall, rabbits were scanned with Na[^18^F]F PET/CT(Fig. 3A,B). A significant difference in uptake was observed between the atherosclerotic group and the control group (SUV_mean_ 1.54 ± 0.057 vs SUV_mean_ 1.18 ± 0.099; *p* = 0.006; Fig. 3C). A heterogeneous and high accumulation of Na[^18^F]F was observed in the atherosclerotic group by autoradiography (Fig. 3D), confirming the PET findings. The presence and location of microcalcifications within the plaques are also shown by the Von Kossa staining (Fig. 3E).

**Figure 3:**
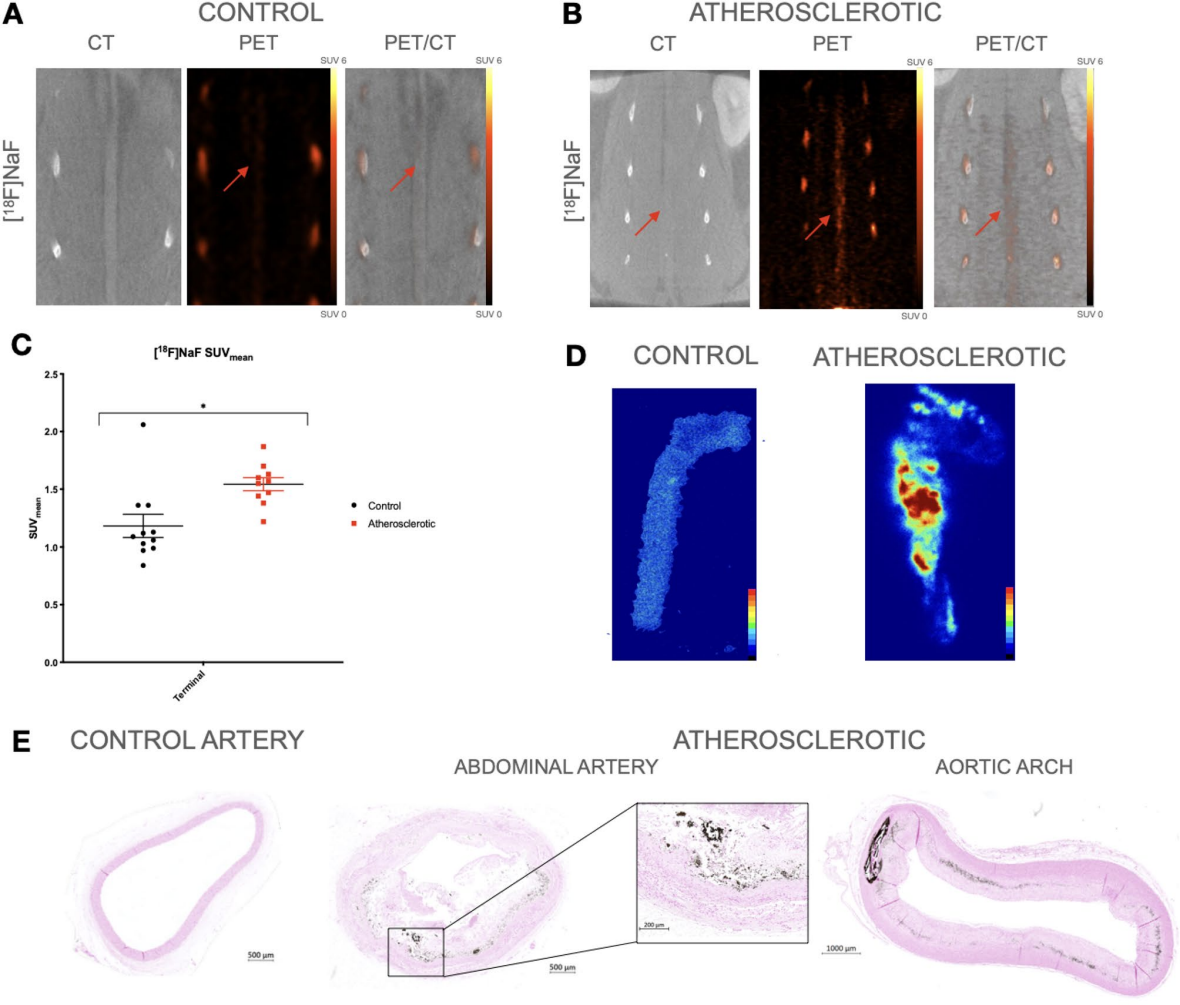
[^18^F]NaF in vivo PET/CT imaging and ex vivo analysis. (**A**) CT, PET, and fused PET/CT images in the coronal plane, from a control rabbit. The control rabbits show a homogenous uptake of [^18^F]NaF marked with red arrows on the PET and PET/CT. (**B**) An atherosclerotic rabbit CT, PET, and fused PET/CT images showed higher uptake of [^18^F]NaF. [^18^F]NaF showed specific higher uptake in calcified lesions of the abdominal artery, which can be seen on the CT, PET and PET/CT marked with a red arrow on each image. Color bars are calibrated in SUV with no background subtracted. Same scale bar used on both images. (**C**) SUV_mean_ values ± SEM of terminal [^18^F]NaF scans of the control group and atherosclerotic group presented by dot plots. The atherosclerotic group had a significantly higher uptake compared to the control group (SUV_mean_ 1.54 ± 0.057 vs SUV_mean_ 1.18 ± 0.099, *p* = 0.006). (**D**) Phosphor autoradiographic images show the binding of [^18^F]NaF in the aortic arch and descending thoracic artery from a control and an atherosclerotic artery. (**E**) Cross section of the abdominal artery stained with Von Kossa. No calcium deposits were evident, since none of the control arteries stained positive for Von Kossa. The Von Kossa stain of the atherosclerotic abdominal artery and the aortic arch show calcium deposits (black).

### Assessment of inflammation through [^64^Cu]Cu-DOTA-TATE PET imaging

In line with the findings of the other 2 tracers we found that [^64^Cu]Cu-DOTA-TATE uptake was significantly higher for the atherosclerotic group compared to the control group (SUV_mean_ 2.30 ± 0.266 vs SUV_mean_ 1.65 ± 0.157; *p* = 0.047), which was also observed in the PET and PET/CT images (Fig. 4A–C). Accumulation of [^64^Cu]Cu-DOTA-TATE in the arteries of the atherosclerotic group was confirmed by autoradiography (Fig. 4D). Abundant macrophage infiltration within the plaques was evident from the RAM11 stain. For the control arteries no presence of macrophages was observed (Fig. 4E) confirming the low uptake observed on PET and autoradiography.

**Figure 4:**
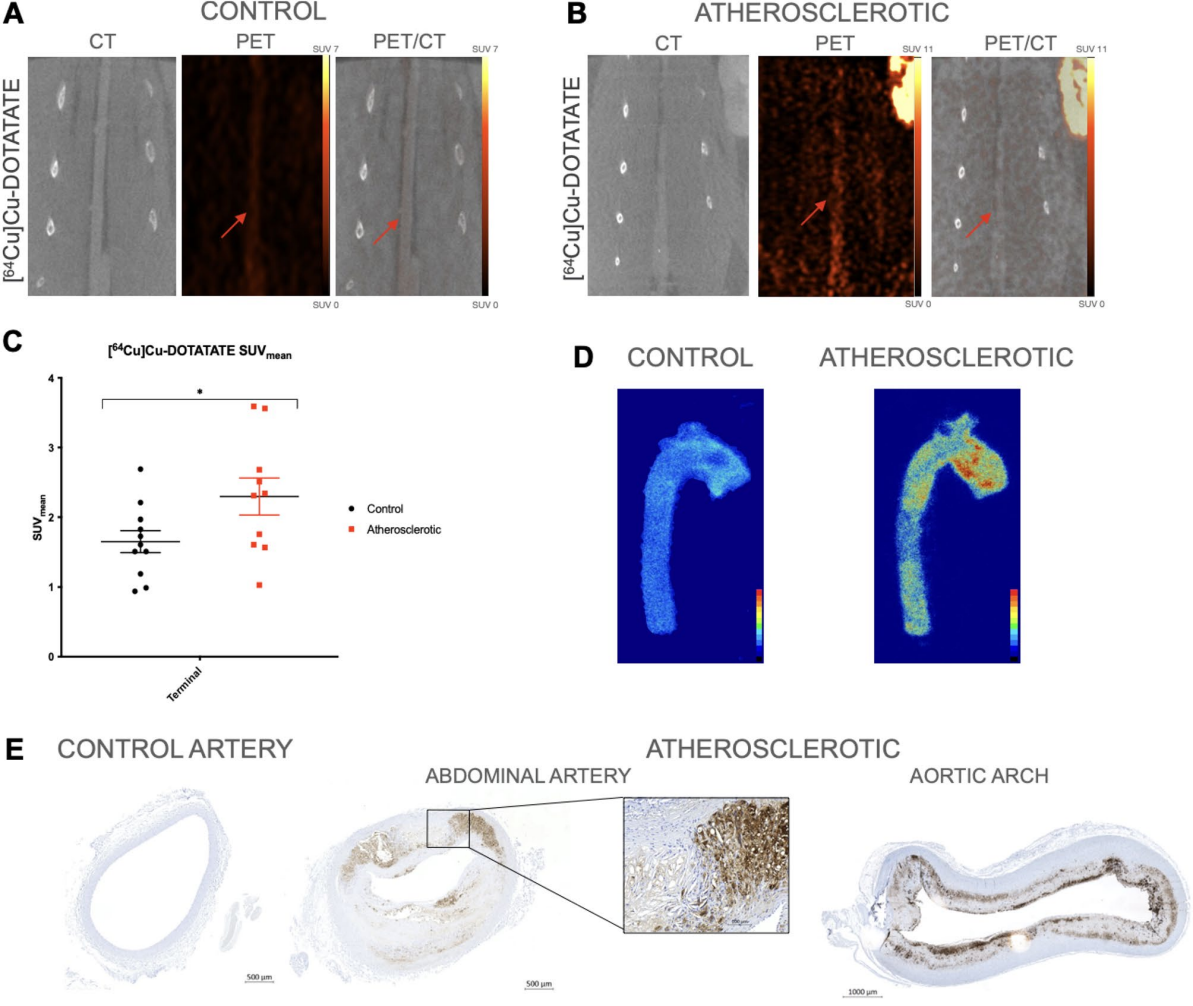
[^64^Cu]Cu-DOTA-TATE PET/CT imaging and ex vivo analysis. (**A**) CT, PET, and fused PET/CT images in the coronal plane, from a control rabbit with uptake of [^64^Cu]Cu-DOTA-TATE. The artery is marked with a red arrow. (**B**) CT, PET, and fused PET/CT images of an atherosclerotic rabbit with uptake of [^64^Cu]Cu-DOTA-TATE showed a high and homogenous uptake in the artery marked with the red arrow in both images. Color bars were calibrated in SUV with no background subtracted. Same scale bar used for both images. (**C**) Dot plots showed in vivo SUV_mean_ values ± SEM of the terminal scan of [^64^Cu]Cu-DOTA-TATE. The dot plot showed a significant (*) difference in [^64^Cu]Cu-DOTA-TATE uptake between the atherosclerotic group and the control group (SUV_mean_ 2.30 ± 0.266 vs SUV_mean_ 1.65 ± 0.157, *p* = 0.047). (**D**) Autoradiographic images show the binding of [^64^Cu]Cu-DOTA-TATE in the aortic arch and descending aorta from a control and an atherosclerotic artery. The binding of [^64^Cu]Cu-DOTA-TATE was higher in the atherosclerotic artery than in the control artery. (**E**) Cross section of the abdominal artery. The arteries were embedded in paraffin and IHC with was performed. The anti-rabbit macrophage (RAM11) staining shows macrophages surrounding the cholesterol crystals in the plaque in both the abdominal part and the aortic arch of the atherosclerotic artery.

### Head-to-head comparison of tracer uptake

In a head-to-head comparison of the three tracers, the [^64^Cu]Cu-DOTA-TATE tracer had the highest absolute uptake in the atherosclerotic group (Fig. 5A,B) and the largest difference between the atherosclerotic group and the control group (ratio-_SUVmean_ = 1.38) compared to [^18^F]FDG (ratio-_SUVmean_ = 1.22) and Na[^18^F]F (ratio-_SUVmean_ = 1.30). Pairwise analysis of the three tracers for the atherosclerotic group revealed a significantly higher uptake of [^64^Cu]Cu-DOTA-TATE compared to [^18^F]FDG (SUV_mean_: 2.29 vs 1.50, *p* = 0.0012 and SUV_max_: 9.86 vs 6.59, *p* < 0.0001) and when compared to Na[^18^F]F (SUV_mean_: 2.29 vs 1.55, *p* = 0.0027 and SUV_max_: 9.86 vs 5.79, *p* < 0.0001). For the control group Na[^18^F]F uptake was significantly lower than both [^18^F]FDG and [^64^Cu]Cu-DOTA-TATE when assessed as SUV_max_ (4.27 vs 6.75 (*p* = 0.0019) and 8.32 respectively (*p* < 0.0001)) whereas no significant difference was found for any of the three tracers in the control group when assessed as SUV_mean_.

**Figure 5:**
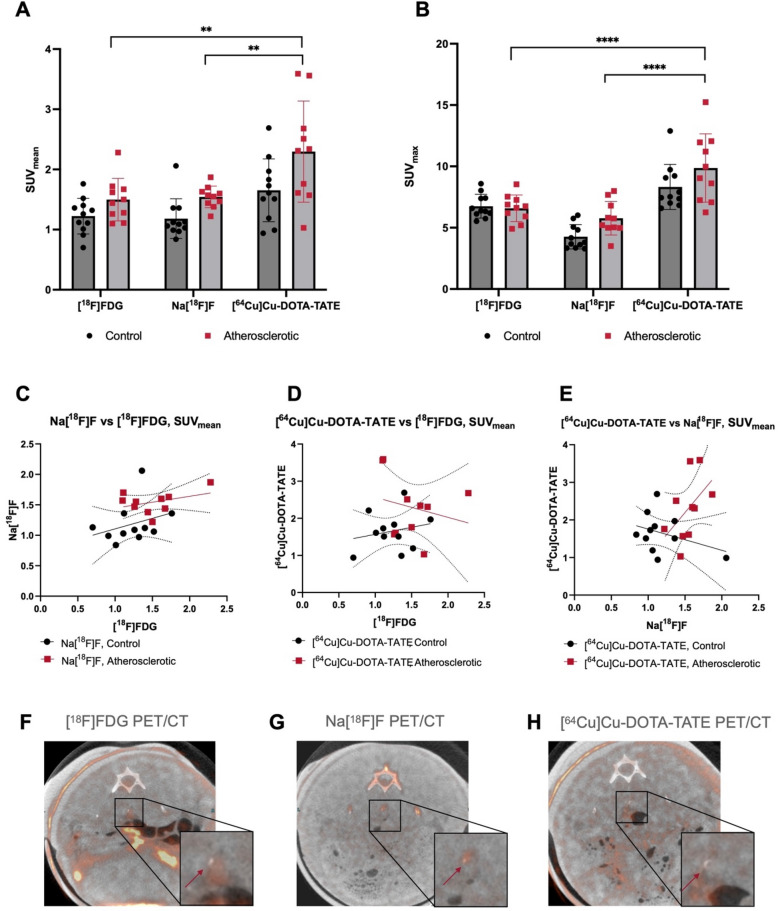
Head-to-head comparison of the three PET tracers together with corresponding PET/CT images. Grouped comparison of the three tracers with significantly higher uptake of [^64^Cu]Cu-DOTA-TATE compared to Na[^18^F] and [^64^Cu]Cu-DOTA-TATE compared to [^18^F]FDG for (**A**) SUVmean and (**B**) SUVmax. Correlation plots between (**C**) [^18^F]FDG and Na[^18^F]F, (**D**) [^18^F]FDG and [^64^Cu]Cu-DOTA-TATE and (**E**) between Na[^18^F]F and [^64^Cu]Cu-DOTA-TATE. (**F**) [^18^F]FDG PET/CT of atherosclerotic artery (red arrow). (**G**) Na[^18^F]F PET/CT in the same lesion (red arrow) and (**H**) [^64^Cu]Cu-DOTA-TATE uptake in the same area (red arrow).

By Pearson correlation analysis none of the tracers correlated significantly, with *r* = *0.381*, (*p* = 0.278) for the atherosclerotic group between [^18^F]FDG and Na[^18^F]F (Fig. 5C), *r* = *-0.227* (*p* = 0.529) for the atherosclerotic group between [^18^F]FDG and [^64^Cu]Cu-DOTA-TATE (Fig. 5D) and r = 0.503 (*p* = 0.138) for atherosclerotic group between Na[^18^F]F and [^64^Cu]Cu-DOTA-TATE (Fig. 5E). Differences in tracer accumulation are shown in Fig. 5F–H for the abdominal aorta of an atherosclerotic rabbit.

### Transcriptome analysis and correlation with imaging results

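Gene expression was read by quantitative PCR on the rabbit wound healing array in RNA from the lower abdominal aorta of 9 control rabbits and 9 atherosclerotic rabbits, where the paper reports 10 and 11 rabbits. The array holds 84 genes of interest (GOIs) and the 5 reference genes, each in 1 well per rabbit. The custom array was not analysed here. The authors deposited the Ct of every well and a table of 2 to the power of minus deltaCt, the ratio of each GOI to the reference level of the same rabbit. The values show that the authors took the geometric mean of the 5 reference Ct values as that level and set a Ct above 35, or an undetermined well, to 35. Of 1512 GOI wells, 150 (9.9%) stood at this ceiling, 56 of them undetermined, with 87 in the control group and 63 in the atherosclerotic group. A well at the ceiling gives only an upper limit on expression. The reference level, which sets how low that limit lies, ranged from 22.00 to 24.53 cycles with a median of 22.55 in the control group and from 19.79 to 23.65 cycles with a median of 23.01 in the atherosclerotic group. From there, the log2 of the deposited ratio was compared between the groups with limma and Benjamini-Hochberg adjustment over the 84 GOIs, and fold changes are 2 to the power of the difference of group means. With a single well per gene and rabbit, the spread between rabbits includes the error of the PCR.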

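Hierarchical clustering of the 18 rabbits on the z-scored log2 expression of all 84 GOIs (average linkage on 1 minus the Pearson correlation) gave 2 clusters that placed 18 of the 18 rabbits with their own group. Complete linkage and Ward linkage gave the same number. The mean silhouette width of the groups on Euclidean distance, which is 1 for fully separate groups and 0 or less for mixed ones, was 0.35 (exact permutation test of the group labels, p = 4.1e-05), and correlation distance moved it most, to 0.59. Clustering the genes in the same way gave a cluster of 26 GOIs with a lower mean in the atherosclerotic group and a cluster of 58 GOIs, of which 51 had a higher mean. The first principal component held 45.9% of the variance and separated the groups, with control rabbits between -8.12 and -2.53 and atherosclerotic rabbits between 3.64 and 8.48.

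**Figure D2:**
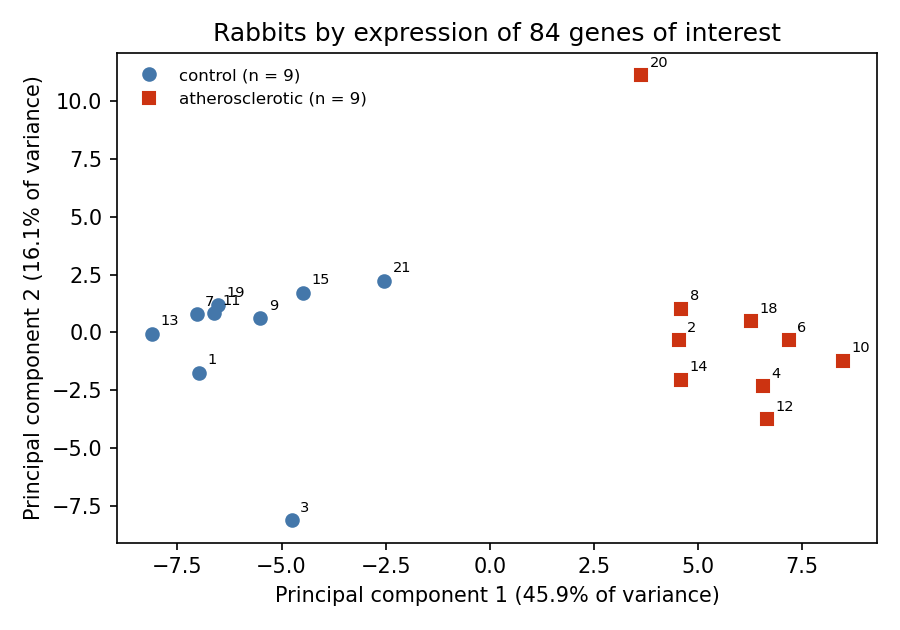
First and second principal components (horizontal and vertical axes, with the percent of variance of each) of the expression of 84 GOIs in 9 control rabbits (circles) and 9 atherosclerotic rabbits (squares), numbered by rabbit. The groups separate along the horizontal axis, and rabbit 20 stands at 11.12 and rabbit 3 at -8.13 on the vertical axis.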

Clustergram analysis separated the atherosclerotic rabbits from the control rabbits and identified two clusters with differentially expressed genes (Fig. 6). Of the 102 GOIs analyzed, 34 GOIs were significantly upregulated in the atherosclerotic group compared to the control group, and 18 GOIs were significantly downregulated in the atherosclerotic group compared to the control group. 

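Of the 84 GOIs of the wound healing array, 51 differed between the groups at an adjusted p under 0.05 in limma, 32 of them higher and 19 lower in the atherosclerotic group. Without adjustment for multiple tests 53 GOIs had a p under 0.05, 34 higher and 19 lower. An exact two-sided permutation test of each gene in place of limma gave 49 GOIs at an adjusted p under 0.05, 31 higher and 18 lower. For 19 GOIs the values of the groups did not overlap at all, which chance gives for 0.0041% of genes with 9 rabbits against 9. The share of higher and lower calls moved with the reference genes. With ACTA2 left out of the reference level, 22 GOIs were higher and 34 lower, and the median log2 fold change of all GOIs shifted by -0.83. With LDHA left out, 47 were higher and 10 lower, and the median shifted by 0.55. Across 9 other reference levels, 2 of them chosen after seeing the data, 32 GOIs kept their direction and an adjusted p under 0.05, 22 of them higher and 10 lower.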

Generally, genes associated with cell surface receptors, extracellular matrix remodeling, and inflammatory cytokines and chemokines were upregulated, whereas the downregulated genes were associated with cell adhesion, and vessel wall atherogenic effects (GeneGlobe, QIAGEN). 

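For each rabbit, the z-scored expression was averaged over classes of GOIs assigned by hand from gene symbols, and the groups were compared by exact two-sided permutation tests adjusted over the 7 classes. The 12 GOIs of extracellular matrix remodeling scored 0.42 ± 0.23 (SD, n = 9) in the atherosclerotic group and -0.42 ± 0.23 (SD, n = 9) in the control group, a difference of 0.83 (exact permutation adjusted p = 0.00058), with 7 GOIs called higher and 2 lower. The 16 cytokines and chemokines were higher by 0.66 (adjusted p = 0.017 from the same exact test). This difference was 0.07 with ACTA2 left out of the reference level and 1.01 with LDHA left out. Its adjusted p in the exact tests ranged from 0.0017 to 0.78 over the processing alternatives. The 5 cell surface receptors differed by 0.39, which did not exceed the spread between rabbits (exact permutation adjusted p = 0.11), by 0.68 with LDHA left out of the reference level and by -0.07 with ACTA2 left out. The 11 cell adhesion GOIs were lower, with a difference of -0.32 (exact permutation adjusted p = 0.036), 6 called lower and 3 higher. The difference was 0.11 with LDHA left out and -0.71 with ACTA2 left out. Its adjusted p in the exact tests ranged from 0.00014 to 0.48 over the processing alternatives and rose to 0.08 without atherosclerotic rabbit 20. This adjusted p was also above 0.05 when any 1 of several other rabbits, control or atherosclerotic, was left out. ACTC1 and TAGLN, the 2 GOIs of the contractile cytoskeleton, had the largest class difference, -1.42 (exact permutation adjusted p = 0.00058). ACTC1 had a Ct below 35 in 8 of 9 control wells but only 2 of 9 atherosclerotic wells, so its part of this score rests largely on values at the ceiling. From the classes that GeneGlobe assigns, the paper states that receptors, matrix remodeling and inflammatory signals went up and that cell adhesion and atherogenic effects on the vessel wall went down. That statement covers the genes of both arrays, whereas the classes here hold genes of the wound healing array alone. The scores are therefore no re-test of it.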

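Ranked by the size of the log2 fold change among the 84 GOIs, with Ct held at the ceiling of 35, Toll-like receptor 4 (TLR4) came first. Its expression was 0.00638 ± 0.00415 (SD, n = 9) in the control group and 0.200 ± 0.0532 (SD, n = 9) in the atherosclerotic group, a log2 fold change of 5.30 (standard error 0.41, adjusted p = 1.5e-09 from limma). The next largest increases were those of TIAM1, MMP1, PDGFB and MMP9. The first place was narrow. TIAM1 stood above TLR4 without control rabbit 1 or 7 or atherosclerotic rabbit 20, and MMP1 did without atherosclerotic rabbit 8. TLR4 stayed above both when any other single rabbit was left out. Both stood above TLR4 with the ratio itself in place of its log2. MMP1 was at the Ct ceiling in all 9 control rabbits and below it in all 9 atherosclerotic rabbits, so it was at least 30.9-fold higher, and at least 17.4-fold higher with ACTA2 left out of the reference level. Without the ceiling the log2 fold change of MMP1 was 8.88, above that of TLR4, and that of PLG was -5.02, below that of TAGLN. PDGFB rose with a log2 fold change of 4.63 (standard error 0.45) and MMP9 with 4.19 (standard error 0.48), where 2 and 6 control wells were at the ceiling. With the ceiling, the largest decreases were those of transgelin (TAGLN), which the array lists as LOC100009332, with -2.99 (standard error 0.29, adjusted p = 2.8e-08 from limma), and of plasminogen (PLG), with -2.87 (standard error 0.43) and 7 of 9 atherosclerotic wells at the ceiling. TGFB3 followed with -2.15, IL2 with -2.05 and F3 with -2.04. Among the 13 genes of Table 1, 8 were on this array. TIAM1 ranked 2, IL10 6, TAGLN 13, CTSK 15, TNF 19, TGFB3 22, IL2 25 and GRB2 36, the last with a log2 fold change of 1.43 (standard error 0.23, adjusted p = 2.5e-05 from limma).

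**Figure D3:**
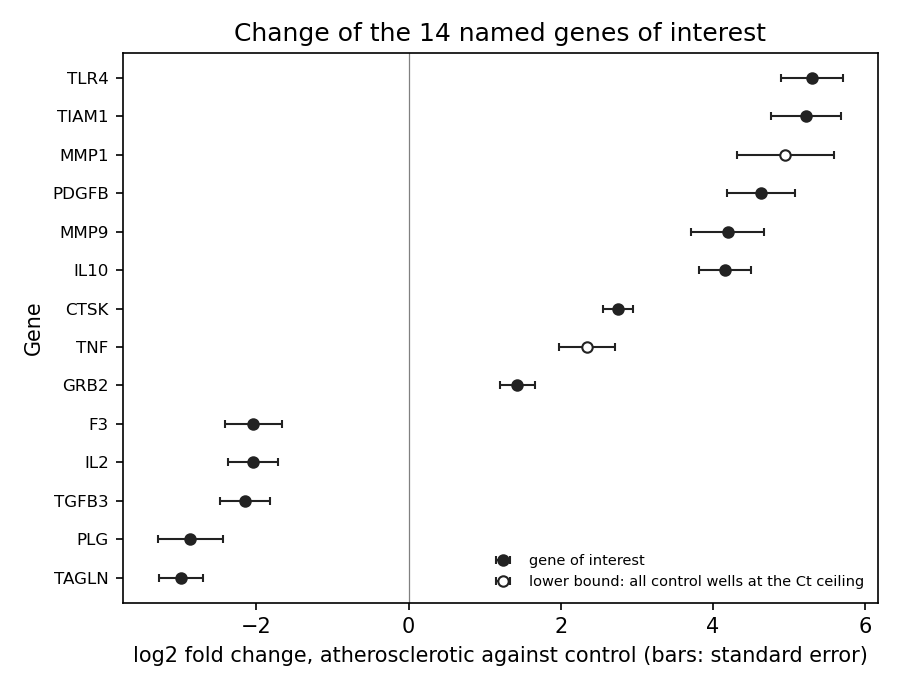
Log2 fold change with its standard error (horizontal axis) of the 14 GOIs named in the text or among the 5 largest increases and 5 largest decreases, in 9 atherosclerotic rabbits against 9 control rabbits. Open circles, for MMP1 and TNF, are lower bounds, and with Ct held at the ceiling values run from -2.99 for TAGLN to 5.30 for TLR4.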

The most differentially expressed genes were considered in the analysis of correlation with the three PET tracers, irrespectively of the two groups (Table 1).

**Figure 6:**
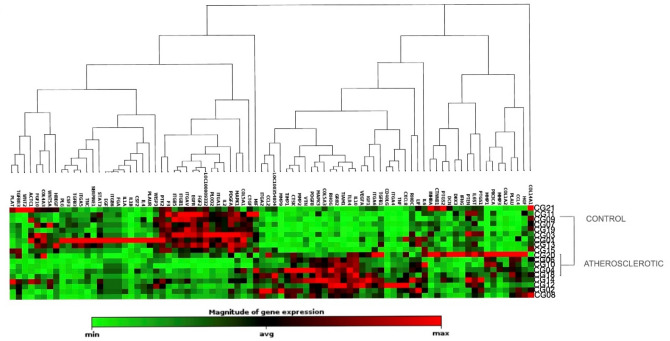
Gene Expression of the control group and the atherosclerotic group. Clustergram showing gene expression in the control group and the atherosclerotic group. Each group shows a specific cluster of highly expressed genes compared to the other group.

**Table 1:** Correlation between GOIs and PET tracer.

	[^18^F]FDG		Na[^18^F]F		[^64^Cu]Cu-DOTA-TATE	
	Correlation coefficient	*p*-value	Correlation coefficient	*p*-value	Correlation coefficient	*p*-value
CD36			0.71	0.0003		
CD86			0.55	0.0094	0.49	0.0236
CD163			0.45	0.0033		
CTSK			0.49	0.0409	0.50	0.0332
GRB2	0.60	0.008	0.66	0.0029	0.55	0.0174
IL2					− 0.53	0.0235
IL10					0.54	0.0212
ITGAL			0.54	0.0113	0.47	0.0321
Transgelin			− 0.58	0.0121	− 0.65	0.0035
SCARF1			0.43	0.0498	0.45	0.0397
TGFB3			− 0.72	0.0007	− 0.56	0.0166
TIAM1			0.55	0.0183	0.56	0.0168
TNF	0.48	0.0446	0.48	0.0453		

Correlation coefficient for each GOI and the three PET tracers, with corresponding *p*-values. CTSK, Cathepsin K; GRB2, Growth Factor receptor-bound protein 2; IL-2, Interleukin 2; IL-10, interleukin 10; ITGAL, Integrin Alpha L; SCARF1, Scavenger receptor class f member 1; TGFB3, Transforming growth factor; beta 3; TIAM1, T-cell lymphoma invasion and metastasis 1; TLR4, Toll-like receptor 4; TNF, Tumor Necrosis Factor.

A few of the analyzed genes correlated with the uptake of [^18^F]FDG. However, most of the correlations were found with Na[^18^F]F and [^64^Cu]Cu-DOTA-TATE (Table 1).

Cathepsin K (CTSK) showed a 5.40-fold upregulation (*p* < 0.00001) in the atherosclerotic group compared to the control group together with positive correlations with both Na[^18^F]F (r = 0.49, *p* = 0.0409) and [^64^Cu]Cu-DOTA-TATE (r = 0.50, *p* = 0.0332) (see Table 1). 

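On the wound healing array, the expression of CTSK relative to the 5 reference genes was 0.719 ± 0.158 (SD, n = 9) in the control group and 4.88 ± 1.24 (SD, n = 9) in the atherosclerotic group. This was a 6.73-fold difference, with a log2 fold change of 2.75 (standard error 0.20, adjusted p = 7.4e-10 from limma). Every atherosclerotic rabbit, from 3.14 upwards, lay above the highest control rabbit at 0.991 (exact two-sided permutation test, p = 4.1e-05). Leaving out each rabbit in turn kept the log2 fold change between 2.67 and 2.82. The reference level mattered more, with a 3.80-fold difference when ACTA2 was left out of it and 9.86-fold when LDHA was left out. The tracer uptake of single rabbits was not analysed here.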

The same trend was seen with the macrophage marker, CD86, displaying a 78-fold upregulation in the atherosclerotic group compared to the control group (*p* < 0.00001) (see Table 2). A 235-fold upregulation of integrin alpha L (ITGAL) was found in the atherosclerotic group compared to the control group as well as a positive correlation with Na[^18^F]F (r = 0.54, *p* = 0.0113) and [^64^Cu]Cu-DOTA-TATE (r = 0.47, *p* = 0.0321).

**Table 2:** Fold upregulation in atherosclerotic group compared to control group.

	Fold upregulation	*p*-value
CD163	4.48	0.00218
CD36	13.70	< 0.00001
CD86	78.00	< 0.00001
CTSK	5.40	< 0.00001
ITGAL	235.00	< 0.00001
SCARF1	5.60	< 0.00001
TIAM1	29.90	< 0.00001
TNF	4.06	0.00251

CTSK, Cathepsin K; ITGAL, Integrin Alpha L; SCARF1, Scavenger receptor class f member 1; TIAM1, T-cell lymphoma invasion and metastasis 1; TNF, Tumor Necrosis Factor.

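TIAM1 was detected in every rabbit of both groups. Its expression was 0.00103 ± 0.000891 (SD, n = 9) in the control group and 0.0337 ± 0.0172 (SD, n = 9) in the atherosclerotic group, a 37.2-fold difference with a log2 fold change of 5.22 (standard error 0.46, adjusted p = 6.6e-09 from limma). The difference of TIAM1 was 21.0-fold with ACTA2 left out of the reference level and 54.5-fold with LDHA left out. TNF had a Ct of 35.05 or later, or no Ct, in all 9 control rabbits, and a Ct below 35 in all 9 atherosclerotic rabbits, where its expression was 0.00118 ± 0.000839 (SD, n = 9). TNF was therefore at least 5.05-fold higher at the deposited reference level (adjusted p = 1.5e-05 from limma), and at least 2.85-fold higher with ACTA2 left out of it. With every control well at the ceiling, the control spread in this limma test was only that of the reference level. Its p does not measure how TNF varied between control rabbits. Without the ceiling, and with undetermined wells set to 40 cycles, the deposited reference level gave 33.9-fold. The value at the ceiling in rabbit 3, 0.000707, lay above the lowest atherosclerotic value of TNF, 0.000346 in rabbit 20. Both reference levels contributed, that of rabbit 3 being late (24.53 cycles) and that of rabbit 20 early (19.79 cycles).

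**Figure D4:**
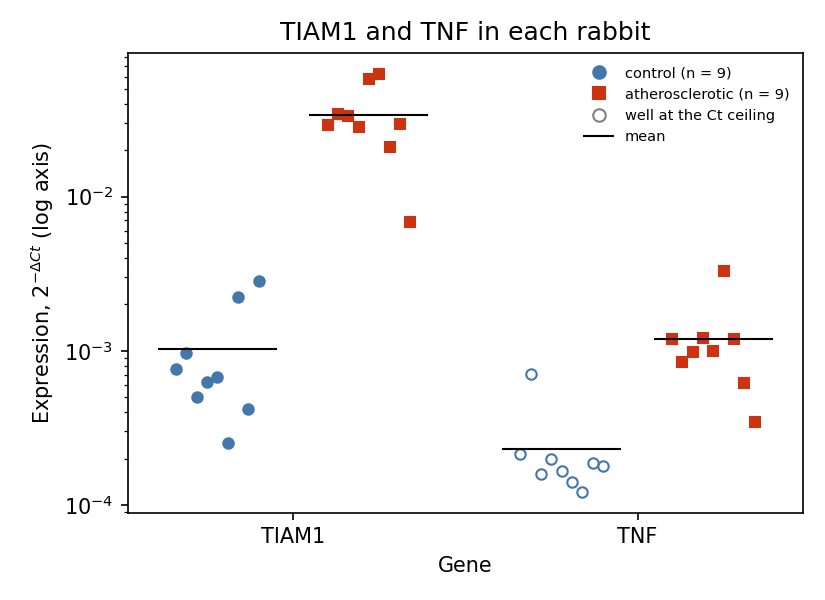
Expression of TIAM1 and TNF relative to the reference genes (vertical log axis, 2 to the power of minus deltaCt) in each of 9 control rabbits (circles) and 9 atherosclerotic rabbits (squares), with group means as lines. Open symbols are wells at the Ct ceiling, which hold all 9 control values of TNF.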

## Discussion

In this study, we demonstrated the usefulness of [^64^Cu]Cu-DOTA-TATE for assessing atherosclerosis in a rabbit model. We showed by PET/CT and autoradiography that [^64^Cu]Cu-DOTA-TATE, [^18^F]FDG, and Na[^18^F]F accumulate in atherosclerotic plaques. Our imaging results support our findings of pronounced morphological alterations in the arterial vessel wall and the upregulation of pro-atherogenic molecular markers in the atherosclerotic arteries.

[^18^F]FDG has been the common tracer used for PET imaging of atherosclerosis due to its ability to visualize metabolic activity in cells^14^. [^18^F]FDG uptake is associated with macrophage differentiation, cell activation and cellular glucose metabolism^5,20,21^. However, the high uptake of [^18^F]FDG in healthy myocardium and thus spillover limits its use in the coronary arteries.

[^64^Cu]Cu-DOTA-TATE specifically targets cells expressing SSTR2. Since SSTR2 have been found on the surface of activated macrophages and at high levels in atherosclerotic plaques it provides an attractive alternative to [^18^F]FDG with its low uptake in healthy myocardium and a higher uptake of [^64^Cu]Cu-DOTA-TATE in macrophages when compared to [^18^F]FDG ^12^. In the current study we also found a significantly higher [^64^Cu]Cu-DOTA-TATE uptake compared to both [^18^F]FDG and Na[^18^F]F. While both [^18^F]FDG and [^64^Cu]Cu-DOTA-TATE targets inflammation, we were not able to find a correlation between tracer uptake for any of the 3 tracers investigated, pointing towards distinct information achieved by each tracer.

A few clinical studies have reported successful use of [^68^Ga]Ga-DOTA-TATE in assessing the atherosclerotic burden in patients^14,22,23^. In the present study, we used [^64^Cu]Cu-DOTA-TATE, which binds to the same target but due to a four-fold lower positron range of [^64^Cu] compared to [^68^Ga] (≈1 mm vs 4 mm), [^64^Cu] provides a much better spatial resolution of particular value when evaluating small structures as the vessel wall. We previously demonstrated the beneficial effect of [^64^Cu] compared to [^68^Ga] in vascular imaging with higher uptake and better correlation to cardiovascular risk factors^24^. In the current study we found a higher uptake of [^64^Cu]Cu-DOTA-TATE compared to a recent study in the same model where [^68^Ga]Ga-DOTA-TATE was used^12^.

Following plaque inflammation, osteogenic differentiation gives rise to microcalcification development driven by mineral metabolic activity. Microcalcifications are markers of more unstable stages of atherosclerosis, which could potentially lead to plaque rupture caused by destabilization of the fibrous cap surrounding the plaque^25^. Macrocalcifications can be detected by CT at late stages unlike microcalcifications which are not detectable by CT^26^. The uptake of Na[^18^F]F in early microcalcifications is correlated to the healing response of atherosclerotic plaques. Thus Na[^18^F]F is associated with inflammation and high-risk plaque^27^. In this study, the atherosclerotic arteries showed significantly higher uptake of Na[^18^F]F compared to age-matched controls, possibly indicating metabolically active mineralization. Figure 3B shows particular lesions with high uptake of Na[^18^F]F, which confirm the presence of microcalcifications and atherosclerosis, while no calcifications were evident on the CT scans of the atherosclerotic rabbits. We validated the PET/CT findings with histology and IHC. The stains confirmed the infiltration of macrophages surrounding the foam cells and cholesterol crystals, and the presence of microcalcifications. Autoradiographic findings from the thoracic aorta were also confirmed by histology and IHC, and no pronounced difference in atherosclerotic burden was found between the abdominal and thoracic part of the aorta.

Comparing the gene expression of atherosclerotic arteries to control arteries revealed upregulated genes associated with atherosclerosis through various pathways. The most upregulated genes were chosen for a correlation analysis with the three tracers used in this study. Only a few of the genes correlated with [^18^F]FDG, whereas several genes correlated with [^64^Cu]-Cu-DOTA-TATE and Na[^18^F]F accumulation. Previously, CTSK have been found to be associated with FDG-uptake in carotid plaque in humans and not associated with [^64^Cu]-Cu-DOTA-TATE uptake^28^. Contrarily, our findings show a positive correlation between CTSK and [^64^Cu]-Cu-DOTA-TATE and Na[^18^F]F, yet no correlation with [^18^F]FDG. We confirmed that [^64^Cu]-Cu-DOTA-TATE correlates to macrophage infiltration with a positive correlation with CD86but did not find a correlation with the marker of activated macrophages CD163 as previously found by our group^15^. A positive correlation was found between the macrophage markers CD36, CD86, and CD163 and Na[^18^F]F, indicating Na[^18^F]F activity correlates not only with microcalcification, but also macrophage infiltration^29^.

TNF is an activated M1 macrophage related cytokine and is involved in systemic inflammation. In our study, we found TNF to positively correlate with both [^18^F]FDG and Na[^18^F]F. These results are in line with a previous study finding a positive correlation in inflamed atherosclerotic plaques between TNF and [^18^F]FDG^30^.

IL-10 is an anti-inflammatory cytokine with deactivating properties in macrophage modulation and protects against atherosclerosis. It was upregulated in the atherosclerotic group by 14-fold and positively correlated with [^64^Cu]-Cu-DOTA-TATE. 

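IL10 on the wound healing array had an expression of 0.000518 ± 0.000308 (SD, n = 9) in the control group and 0.00852 ± 0.00317 (SD, n = 9) in the atherosclerotic group. The 17.8-fold difference corresponded to a log2 fold change of 4.16 (standard error 0.34, adjusted p = 2.4e-09 from limma), and the lowest atherosclerotic value, 0.00406, lay above the highest control value, 0.00117 (exact two-sided permutation test, p = 4.1e-05). IL10 was close to the detection limit in the control group, where 7 of 9 wells had a Ct below 35. Without the ceiling the difference was 26.3-fold. It was 10.1-fold with ACTA2 left out of the reference level and 26.1-fold with LDHA left out.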

A predictor of atherosclerosis progression, ITGAL, was also found to correlate with both [^64^Cu]-Cu-DOTA-TATE and Na[^18^F]F. Of all the genes investigated, ITGAL was most differentially expressed between the atherosclerotic group and the control group. ITGAL expression is a signature for inflammatory monocytes, which together with other immune cells accumulates and become atherosclerotic plaque^31,32^.

## Perspective and limitations

The gene expression is performed ex vivo and demands an invasive approach. Molecular imaging by PET/CT provides a non-invasive approach. Furthermore, PET/CT scans can be performed at various time points to follow disease progression.

A limitation of the rabbit model is the lack of disease progression into unstable plaques and cardiovascular events. Intraplaque hemorrhage, plaque rupture, and infarctions are rarely seen in this model. Another limitation is the use of only male rabbits in the study; however, this was chosen to avoid the potential effect of hormonal changes in female rabbits. Future prospective clinical trials are needed to confirm that both [^64^Cu]Cu-DOTA-TATE and Na[^18^F]F predicts plaque vulnerability.

## Conclusion

We demonstrated the value of [^64^Cu]Cu-DOTA-TATE and Na[^18^F]F for assessment of atherosclerosis. The results obtained are distinct from those obtained with [^18^F]FDG and no significant correlations were found between the three tracers. [^64^Cu]Cu-DOTA-TATE uptake was significantly higher in atherosclerotic rabbits compared to both [^18^F]FDG and Na[^18^F]F. Key inflammatory biomarkers, such as CD36, CD86 and ITGAL, were upregulated in the atherosclerotic rabbits and correlated with tracer accumulation of [^64^Cu]Cu-DOTA-TATE and Na[^18^F]F but did not correlate with [^18^F]FDG.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220754.

How the deposited data were processed for this re-analysis (not part of the article)

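RNA from the lower abdominal aorta of 18 New Zealand White rabbits, 9 control and 9 atherosclerotic, was measured on the rabbit wound healing PCR array, with 89 assays per rabbit: 84 genes of interest and 5 reference genes. Groups and rabbit numbers were taken from the sample labels. The custom array, and the tracer uptake of single rabbits, were not analysed here, so neither the genes measured only on the custom array nor the correlations with tracer uptake are reported.

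The authors extracted RNA with TRIzol, made cDNA with a first strand kit, read the plates on a Mx3000P instrument and analysed them in GeneGlobe. The authors deposited 3 kinds of values. The first is the raw Ct per well in PCR cycles. The second is a ratio, 2 to the power of minus deltaCt, of each gene to the reference level of the same rabbit. Comparing this deposited ratio with the deposited Ct shows that a Ct above 35 or an undetermined well was set to 35, and that the reference level is the geometric mean of the 5 reference Ct values, which it matched within 8.5e-07 cycles. The arithmetic mean lies above it by 0.04 to 0.20 cycles. The third is the authors' deposited fold change per gene, whose heading names control over atherosclerotic while its values are those of atherosclerotic over control in the deposited ratios. Within rounding, it equals 2 to the power of the difference of mean log2 ratios for all 84 genes.

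The log2 of the deposited ratio was compared between the groups with limma (lmFit and eBayes), without covariates, and p-values were adjusted by the Benjamini-Hochberg method over the 84 genes with a threshold of 0.05. Exact two-sided permutation tests over all assignments of 9 against 9 rabbits, whose smallest p is 4.1e-05, were used for single genes, reference genes and class scores. Class scores are means of z-scored values over the genes of each of 7 classes, and 17 genes belong to none. Rabbits were clustered by average linkage on 1 minus the Pearson correlation of z-scored values. The samples have no technical replicates and the labels name no plate or batch.

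The genes named are those that the text, tables or legends of the paper name and that are on the array (9 genes), and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, which makes 14 genes in all. This rule, the classes, the tests and the alternatives were set before the data were examined, apart from alternatives described as chosen after seeing the data. The alternatives were other reference levels, other treatments of late Ct values, a detection filter of 5 rabbits in a group, exact permutation tests, array weights, leaving out each rabbit, and other distances and linkages.

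Precision is limited by 1 well per gene and rabbit. In 63 of the 84 genes every rabbit had a Ct below 35. A fold between a group with all wells at the ceiling and a group with all wells below it is a lower bound. Of the 89 RefSeq accessions in the deposited annotation, 62 were found in the rabbit gene table of assembly mOryCun1.1, which was used for names only, and 61 of these carried the same symbol or alias.

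The limma step was tested on simulated data of 840 genes, 200 of them changed, where it recovered 72.0% of the changed genes with 4.6% false among its calls. The simulated genes varied independently, without a Ct ceiling or a shared reference level. These rates therefore do not cover errors from the ceiling or from the choice of reference genes. The exact test gave p under 0.05 for 5.4% of 1000 simulated genes without a change. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.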

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

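The tests in this part were chosen after the results were seen, except the test of rabbit 20 with ACTA2 left out. Of 54 groups of 9 values examined for a rabbit far from the others, 14 held one, where chance gives about 2.7.

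Control rabbit 3 stood apart in its reference level, 24.53 cycles against 22.00 to 22.82 in the other control rabbits. TNF and MMP1 were both -10.47 on the log2 scale in rabbit 3, against -13.00 to -12.18 in the other control rabbits, and both are values at the Ct ceiling, which lie higher where the reference level is late. Its class scores were 0.45 for cell adhesion, against 0.00 to 0.21, and 0.98 for cytokines and chemokines, against -0.85 to -0.14. Rabbit 3 held the highest value of all 18 rabbits for 19 genes. For 4 of them (FGA, IL1A, ITGB6 and EGF, named after their values were seen) its well was at the ceiling, so a floor raised by the late reference level accounts for these. For the other 15 the well had a Ct below 35. For 13 of these another rabbit lay above the floor of rabbit 3, so the floor alone cannot make rabbit 3 the highest. For the remaining 2 (IL4 and CSF3, named after their values were seen) no other rabbit lay above that floor, 0.000707. The IL4 of rabbit 3, 0.000717, lay next to the floor, which stays open for this gene. Its CSF3 was 0.001659 at a Ct of 33.77, so the floor did not set that value. Whether less or altered RNA in this rabbit, or its biology, lies behind the 13 or CSF3 was not tested.

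Atherosclerotic rabbit 20 stood apart in its reference level, 19.79 cycles against 22.65 to 23.65, and in ACTB against the other 4 reference genes, 0.43 against 1.92 to 3.04. Its log2 expression was low for GRB2 (-3.85 against -2.79 to -1.82), TIAM1 (-7.19 against -5.57 to -4.00), PDGFB (-8.72 against -6.59 to -5.65) and PLG (-14.72 against -12.35 to -10.97). A candidate explanation is the ACTA2 of rabbit 20 in its reference level: the deposited ratio of ACTA2 was 11.6, against 0.534 to 3.65 in the other 8 atherosclerotic rabbits. With ACTA2 left out, 2 of the 4 genes, PDGFB and PLG, still stood apart. For PLG this decides nothing, because the wells of 7 of the other 8 atherosclerotic rabbits were at the Ct ceiling and their values are upper limits that lie higher where the reference level is later. For the other 3 genes, ACTA2 may explain part of the pattern, and a single rabbit cannot settle the rest. TAGLN in rabbit 20 was 1.95, within the 0.776 to 4.53 of the other 8. Its Ct of ACTA2 minus that of TAGLN was -2.58 cycles, against -0.32 to 1.00 in the other 17 rabbits. With 1 well per gene, a fault in the ACTA2 well and a true difference cannot be told apart.

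Other single values stood apart with no explanation tested: the cell surface receptor score of control rabbit 13 (-1.39 against -0.40 to 0.24), LOC100346936 against the other 4 reference genes in atherosclerotic rabbit 12 (-1.76 against -3.61 to -2.73), and the contractile cytoskeleton score of atherosclerotic rabbit 14 (0.60 against -1.17 to -0.61).

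The paper uses ACTA2 and LDHA as reference genes and does not report their own change, -3.79 and 3.01 on the log2 scale against the other 4. Less RNA or cDNA alone in the atherosclerotic wells would make every reference Ct later, but the raw Ct of LDHA differed by -2.49 cycles (exact permutation p = 4.1e-05). Less RNA together with a rise of LDHA is not excluded. TAGLN, chosen after its fall was seen, differed by -3.30 against ACTB, GAPDH and LOC100346936 (exact permutation p = 4.1e-05). A fault of the ACTA2 assay alone would not lower TAGLN, but the fall of TAGLN does not show that the ACTA2 assay was sound. The rise of LDHA did not come only from ACTA2 in the level it is compared with, since against GAPDH alone it was 1.42 (exact permutation p = 0.00012). The diet and the denudation of the aorta, which always occur together here, stay open as explanations and were not tested separately. The RNA came from pieces of aorta, not from single cell types. The paper describes plaques with many macrophages in atherosclerotic arteries and none seen in control arteries. A change in the mix of cells and a change within cells therefore cannot be told apart here, for these or the other genes.

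The 5 largest increases and 5 largest decreases include 5 genes that the paper does not discuss: MMP1 (log2 fold change 4.95, a lower bound), PDGFB (4.63), MMP9 (4.19), PLG (-2.87) and F3 (-2.04). The 9 other reference levels, none of them a single gene, did not account for them. Over all 9 the largest adjusted p of these 5 genes was 0.0015 in limma, and none changed sign. Rabbit 20 did not account for them either, and without it the largest adjusted p was 0.00017. These values leave a difference between the groups as a hypothesis, in which the diet and the denudation are not separated.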

How the results depend on the processing

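Of 100 splits of the 18 rabbits, the real one included, 1 gave as many genes with an adjusted p under 0.05 as the 51 of the real groups, 1 as many higher genes, 2 as many lower genes, and 1 as many genes at an unadjusted p under 0.05. These tests were chosen after the results were seen.

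The 14 named genes kept their direction and an adjusted p under 0.05 in limma or the exact tests under all alternatives. None of these alternatives used a single reference gene. Among the 57 combinations compared with the paper's folds, LDHA alone gave 1.16-fold for CTSK, 6.44 for TIAM1, at least 0.87 for TNF and 3.09 for IL10. ACTA2 alone gave 50.68, 280.36, at least 38.03 and 134.36 for the same genes. The number of genes changed lay between 48 and 59 over all alternatives, and from 48 to 54 when each rabbit was left out. All 18 rabbits fell with their own group under every alternative to the clustering, and the silhouette width stayed between 0.30 and 0.59. ACTA2 against the other reference genes ranged from -4.22 to -3.51 when each rabbit was left out, an alternative chosen after seeing the data.

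The split into higher and lower genes, 32 and 19 with the deposited reference level, depended on the reference genes. It was 22 and 34 without ACTA2, 47 and 10 without LDHA, and 27 and 29 with the mean of the 63 genes detected in every rabbit as reference. The median log2 fold change shifted by -0.83, 0.55 and -0.57 in these, by 0.28 without GAPDH, by -0.34 with ACTB and GAPDH only, and, in alternatives chosen after seeing the data, by -0.12 with the arithmetic mean and by -0.32 with ACTB, GAPDH and LOC100346936.

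Class scores moved with the reference level, which shifts all genes of a rabbit alike. Extracellular matrix remodeling and the contractile cytoskeleton kept their direction and side of the threshold throughout. Without ACTA2, the difference was -0.07 for cell surface receptors, 0.07 for cytokines and chemokines, -0.23 for extracellular matrix components and -0.53 for growth factors, against 0.39, 0.66, 0.39 and -0.04. Without GAPDH it was -0.14 for cell adhesion (-0.32 with all 5), 0.56 for receptors, 0.60 for matrix components and 0.13 for growth factors. Without LDHA it was 0.11, 0.68, 0.81 and 0.32 for the same classes. Cell adhesion was -0.71 without ACTA2, and cytokines were 1.01 without LDHA. Without LOC100346936 cell adhesion was -0.27. With ACTB and GAPDH only, cell adhesion was -0.44 but did not pass the threshold (exact permutation adjusted p = 0.062), and cytokines were 0.43. With the mean of the genes detected in every rabbit, cytokines were 0.27, matrix components -0.04 and growth factors -0.38. With ACTB, GAPDH and LOC100346936, chosen after seeing the data because they gave the folds the paper prints, cytokines were 0.44. Without the Ct ceiling cell adhesion was -0.28, with the detection filter matrix components were 0.44, and as a median log2 fold change matrix components were -0.04. This median is the value of FGA, a matrix component with a Ct below 35 in 2 control wells and 0 atherosclerotic wells. The detection filter drops FGA from the class. The cause of the change in cell adhesion was not tested. Leaving out each rabbit gave -0.37 to -0.26 for cell adhesion, 0.32 to 0.50 for matrix components and -0.08 to 0.00 for growth factors. Cell adhesion no longer passed the threshold without control rabbit 1 (-0.32), 7 (-0.31), 9 (-0.31) or 13 (-0.32), or atherosclerotic rabbit 4 (-0.29), 18 (-0.32) or 20 (-0.26). Matrix components passed it without control rabbit 3 (0.45) or 21 (0.42), or atherosclerotic rabbit 2 (0.42) or 20 (0.50). Growth factors were 0.00 without control rabbit 1. The cause was not tested.

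No paired analysis was possible because the groups share no rabbit numbers. The Ct ceiling limits the genes with low expression. TNF and MMP1 had all 9 control wells at the ceiling and all 9 atherosclerotic wells below it, so their increases are lower bounds. MMP3, singled out after its values were seen, had all 9 control wells and 1 atherosclerotic well at the ceiling, so its increase is limited on both sides. PLG, with 7 of 9 atherosclerotic wells at the ceiling, had a log2 fold change of -2.87 with the ceiling and -5.02 without it.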

Differences from the paper's values

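The fold changes in the deposited ratios, which hold the Ct ceiling, were higher than the paper's: 6.73 for CTSK against the paper's 5.40, 37.2 for TIAM1 against the paper's 29.90, at least 5.05 for TNF against the paper's 4.06, and 17.8 for IL10 against the paper's 14. For CTSK, TIAM1 and IL10 neither value was more than 1.5 times the other, and for TNF the lower bound leaves the size of the difference open. Without the ceiling, at the same reference level, TNF was 33.85-fold and IL10 26.29-fold higher, and with array weights in limma TIAM1 was 47.59-fold and IL10 21.67-fold higher, each more than 1.5 times the paper's value. The fold changes of CTSK, TIAM1, TNF (lower bounds) and IL10 also passed 1.5 times the paper's values with GAPDH left out of the reference level (8.19, 45.31, 6.14 and 21.71) and with LDHA left out (9.86, 54.52, 7.39 and 26.13). In the authors' deposited table these fold changes are 6.73, 37.21, 5.05 and 17.84. Among 57 combinations of reference genes and means compared after seeing the values, the geometric mean of the Ct of ACTB, GAPDH and LOC100346936 gave 5.40, 29.90, 4.06 and 14.33. Of the alternatives set before the data were examined, ACTB and GAPDH only came closest, with 5.31, 29.38, 3.99 and 14.08. The paper's methods name all 5 reference genes.

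The paper's counts of changed genes cover 102 genes of both arrays and are not compared with those of the 84 genes here. The paper states that genes of cell surface receptors were upregulated, and this statement also covers both arrays. CD36, CD86, CD163 and SCARF1, which the paper reports as upregulated, are not on this array. The score of the 5 receptors assigned by hand on this array did not pass the threshold (difference 0.39, exact permutation adjusted p = 0.11). It did with GAPDH left out of the reference level (0.56) or LDHA left out (0.68). With these 5 genes alone, the score is no re-test of the paper's statement.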

Other observations

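No test in this part was chosen after its result was seen, but some of what the tests cover was. The reference level of ACTB, GAPDH and LOC100346936 used for TAGLN was chosen after seeing the data, because it gave the folds the paper prints. TAGLN was chosen after its fall was seen, and the assay listed as RHOG after its values were seen. The hypothesis was that a factor shared with TAGLN varies between atherosclerotic rabbits and moves the lower genes together. Across the 9 atherosclerotic rabbits, the mean log2 expression of the 18 other genes called lower rose and fell with TAGLN (Pearson r = 0.96, exact two-sided permutation p = 9.4e-05; Spearman rho = 0.98, permutation p = 5e-05). The mean of the 32 genes called higher followed it less (r = 0.49, permutation p = 0.18; rho = 0.42, permutation p = 0.27). Adjusted over these 2 relations, the p for r were 0.00019 and 0.18. Without the 2 rabbits farthest from the median of TAGLN, r was 0.92 and 0.14. The difference between the 2 correlations was not tested. The values are consistent with the hypothesis, but a shared reference level adds to both correlations, and the extent of disease in each rabbit, which may move the same genes, was not measured here.

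The deposited annotation describes the assay listed as RHOG as RAC1 and the assay listed as RHOC as RHOA, while the RefSeq accessions of both belong to RHOG and RHOC in the rabbit gene table. The assay listed as RHOG, singled out after its values were seen, had a log2 fold change of 2.43 (standard error 0.25, adjusted p = 6.2e-08 from limma), with no overlap between the groups.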
